# Transcriptomic profiling of pancreatic alpha, beta and delta cell populations identifies delta cells as a principal target for ghrelin in mouse islets

**DOI:** 10.1007/s00125-016-4033-1

**Published:** 2016-07-07

**Authors:** Alice E. Adriaenssens, Berit Svendsen, Brian Y. H. Lam, Giles S. H. Yeo, Jens J. Holst, Frank Reimann, Fiona M. Gribble

**Keywords:** Alpha cells, Beta cells, Delta cells, Ghrelin, Glucagon, Insulin, RNA sequencing, Somatostatin

## Abstract

**Aims/hypothesis:**

Intra-islet and gut–islet crosstalk are critical in orchestrating basal and postprandial metabolism. The aim of this study was to identify regulatory proteins and receptors underlying somatostatin secretion though the use of transcriptomic comparison of purified murine alpha, beta and delta cells.

**Methods:**

*Sst-Cre* mice crossed with fluorescent reporters were used to identify delta cells, while *Glu-Venus* (with Venus reported under the control of the *Glu* [also known as *Gcg*] promoter) mice were used to identify alpha and beta cells. Alpha, beta and delta cells were purified using flow cytometry and analysed by RNA sequencing. The role of the ghrelin receptor was validated by imaging delta cell calcium concentrations using islets with delta cell restricted expression of the calcium reporter GCaMP3, and in perfused mouse pancreases.

**Results:**

A database was constructed of all genes expressed in alpha, beta and delta cells. The gene encoding the ghrelin receptor, *Ghsr*, was highlighted as being highly expressed and enriched in delta cells. Activation of the ghrelin receptor raised cytosolic calcium levels in primary pancreatic delta cells and enhanced somatostatin secretion in perfused pancreases, correlating with a decrease in insulin and glucagon release. The inhibition of insulin secretion by ghrelin was prevented by somatostatin receptor antagonism.

**Conclusions/interpretation:**

Our transcriptomic database of genes expressed in the principal islet cell populations will facilitate rational drug design to target specific islet cell types. The present study indicates that ghrelin acts specifically on delta cells within pancreatic islets to elicit somatostatin secretion, which in turn inhibits insulin and glucagon release. This highlights a potential role for ghrelin in the control of glucose metabolism.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00125-016-4033-1) contains peer-reviewed but unedited supplementary material, which is available to authorised users.

## Introduction

The pancreatic islets provide a centre where signals indicating the nutritional status of the body, including factors such as enteroendocrine hormones, nutrients, metabolites and neuronal signals, can converge and initiate changes in pancreatic hormone secretion to regulate blood glucose levels. Insulin (released from beta cells) and glucagon (released from alpha cells) exert opposite effects on glycaemia, with insulin promoting glucose uptake in conditions of high glucose and glucagon initiating hepatic glucose production in periods of decreasing glucose levels [1]. Nuanced interactions and crosstalk between islet cell types are critical in maintaining tight control over blood glucose equilibrium, and elucidating the ways in which enteric signals and islet cells interact to influence circulating glucose levels could provide insights into the mechanisms underlying altered glycaemic control and diabetes [2, 3].

A key paracrine mediator within islet cells is somatostatin (SST), which is produced by pancreatic delta cells. SST appears to exert tonic suppression of insulin and glucagon release within islets [4]. The importance of this potent paracrine mechanism is illustrated by experiments showing that whole-animal genetic ablation of *Sst* results in aberrant secretion of both insulin and glucagon from isolated islets in response to glucose [5]. Indeed, the dysregulation of SST-mediated negative-feedback loops has been implicated in the development of type 2 diabetes [6]. Compared with our knowledge of insulin and glucagon release, there is still much to learn about the regulatory pathways and cellular machinery underlying SST secretion. Identifying how delta cells differ from their neighbouring alpha and beta cells is crucial for interpreting transcriptomic and functional data obtained from whole islets [7].

Ghrelin is a peptide hormone that has been identified as a key component of the gut–brain axis [8]. It is synthesised predominantly in the stomach [9, 10] and gastrointestinal tract [11], although there have been reports of ghrelin-producing epsilon cells in adult islets [12, 13]. Ghrelin levels in plasma are influenced by nutritional status and may influence growth hormone secretion, appetite and fat deposition [14]. Importantly, there are indications that ghrelin plays a role in the regulation of the pancreas in response to changes in glucose levels [15]. A large number of reports have examined the effects of the active acylated form of ghrelin on glucose-stimulated insulin secretion. The consensus of these studies is that ghrelin exerts acute inhibition of insulin release [16–19], and that ghrelin infusions lead to impaired glucose tolerance [20, 21]. In addition, pharmacological inhibition of ghrelin acylation (which is essential for the biological activity of ghrelin) via blockade of ghrelin *O*-acyltransferase results in significant increases in glucose-stimulated insulin secretion and improves overall glucose tolerance [22].

The cognate receptor for ghrelin is the growth hormone secretagogue receptor (GHSR) [9]. The effects of ghrelin on insulin release are purportedly through direct receptor-mediated modulation of beta cell activity [23, 24]. However, the predominant G_αq_ coupling of GHSR [25] and the insulinostatic effects of ghrelin, if indeed mediated directly via beta cells, are paradoxical. Because of the therapeutic potential of manipulating the ghrelin axis in individuals with obesity and diabetes [26], the mechanism by which ghrelin inhibits insulin release warrants further exploration.

The aims of this study were to build a transcriptomic profile of pancreatic delta cells, in comparison with alpha and beta cells, and to identify specific delta cell markers and regulators. Having demonstrated *Ghsr* expression to be highly enriched in delta cells, we further aimed to characterise the effects of ghrelin on delta cell signalling pathways and islet cell secretory profiles.

## Methods

### Solutions

Unless otherwise stated, all chemicals were obtained from Sigma-Aldrich (Poole, UK). The standard bath solution contained 138 mmol/l NaCl, 4.5 mmol/l KCl, 4.2 mmol/l NaHCO_3_, 1.2 mmol/l NaH_2_PO_4_, 2.6 mmol/l CaCl_2_, 1.2 mmol/l MgCl_2_ and 10 mmol/l HEPES (pH 7.4, NaOH). Mouse ghrelin and SST receptor (SSTR) antagonists (H-5884 + H-6056) were obtained from Bachem (Bubendorf, Switzerland).

### Animals

All animal procedures were approved by the local ethics committee and conformed to UK Home Office regulations or those of the Animal Experiments Inspectorate, Ministry of Justice, Denmark, and the eighth edition of the Guide for the Care and Use of Laboratory Animals (2011) (http://grants.nih.gov/grants/olaw/guide-for-the-care-and-use-of-laboratory-animals.pdf). For the isolation of purified populations of alpha and beta cells, transgenic mice expressing the Venus fluorophore under the control of the proglucagon promoter, *Glu* (also known as *Gcg*), (*Glu-Venus*) [27] were used. For the introduction of delta cell specific transgenes for FACS-mediated purification or the introduction of the genetically encoded calcium sensor GCaMP3 [28], transgenic mice expressing *Cre* under the control of the *Sst* promoter [29, 30] were used. These mice were crossed with reporter strains containing genes encoding tandem red fluorescent protein (*tdRFP*) (a gift from H. J. Fehling, University Clinic Ulm, Ulm, Germany), *GCaMP3* (Charles River, Margate, UK) or enhanced yellow fluorescent protein (*EYFP*) (Charles River) in the *Rosa26* locus [28, 31]. All mice were on a C57BL/6 background.

### Perfused mouse pancreases

Male C57BL/6 J mice (age approximately 10 weeks, purchased from Taconic, Ejby, Lille Skensved, Denmark) were anaesthetised and pancreases were isolated and perfused in situ as described previously [32]. Pancreases were perfused with a modified Krebs Ringer bicarbonate buffer containing, in addition, 5% dextran (Dextran Products, Toronto, ON, Canada), 0.1% BSA, fumarate, glutamate and pyruvate (5 mmol/l of each) and 12 mmol/l glucose. Test substances included mouse ghrelin (1–100 nmol/l), SSTR antagonists (1 μmol/l) and arginine (10 mmol/l). Hormone concentrations were measured using in-house RIA [33–35].

### Islet isolation and FACS

Transgenic mice expressing the fluorescent protein Venus under the control of the proglucagon promoter (*Glu-Venus*) or EYFP under the control of the *Sst* promoter (*Sst-Cre*/*Rosa26*^*EYFP*^) were killed and the pancreases were injected with collagenase V (0.5 mg/ml). Pancreases were digested at 37°C. Islets were hand-picked into HBSS containing 0.1% wt/vol. fatty acid-free BSA. Each pancreas yielded approximately 150–300 islets. Islets from two to five mice were pooled for each replicate sample. Islets were disrupted into single cells by trituration following incubation in Ca^2+^-free HBSS containing 0.1× trypsin/EDTA. Cells were sorted by flow cytometry using a BD Influx cell sorter (BD Biosciences, San Jose, CA, USA) equipped with a 488 nm laser for excitation of Venus and EYFP. Venus-negative cells from the *Glu-Venus* sorts were further subdivided to collect a population with high side and forward scatter and high background autofluorescence at 530 and 580 nm to isolate beta cells. Cells were collected into RLT lysis buffer (Qiagen, Manchester, UK) and frozen on dry ice.

### RNA extraction and quantitative RT-PCR

Total RNA was extracted using an RNeasy Micro kit (Qiagen) according to the manufacturer’s protocol. Quantitative (q)RT-PCR was performed with a 7900 HT Fast Real-Time PCR system (Applied Biosystems, Warrington, UK). The PCR reaction mix consisted of approximately 20 ng first-strand cDNA template, 6-carboxyfluorescein/quencher probe/primer mixes (Thermo Fisher Scientific, Loughborough, UK) and PCR Master Mix (Thermo Fisher Scientific), and was amplified for 40 cycles. Samples where target gene expression was undetected were assigned C_t_ values of 40. Expression of the selected targets was compared with that of *Actb*, measured on the same sample in parallel on the same plate, giving a C_t_ difference (ΔC_t_). Mean and SEM calculations and statistical analyses were performed on the ΔC_t_ data and only converted to relative expression levels ($$ {2}^{\Delta {\mathrm{C}}_{\mathrm{t}}} $$) for presentation in the figures.

### RNA sequencing

Total RNA was extracted using an RNeasy Plus Micro kit (Qiagen) according to the manufacturer’s instructions. The quality of the extracted RNA was checked using a Bioanalyzer RNA Pico kit (Agilent Technologies, Stockport, UK), indicating RIN (RNA Integrity Number) values between 7.2 and 9.4. RNA was amplified using the Ovation RNA sequencing RNA-Seq System V2 (NuGEN Technologies, Leek, the Netherlands) (six replicates were used for delta cells, five for alpha cells and four for beta cells, totalling 15 samples). An RNA sequencing library was prepared using the Ovation Rapid DR Library System (NuGEN) and sequenced using an Illumina HiSeq 2500 system at the Genomics Core Facility, Cancer Research UK Cambridge Institute (Cambridge, UK).

### Islet isolation for imaging experiments

Transgenic mice expressing the genetically encoded calcium sensor GCaMP3 under the control of the *Sst* promoter (*Sst-Cre*/*Rosa26*^*tdRFP/GCaMP3*^) were killed and their islets were isolated, dissociated into cell clusters and plated onto Matrigel-coated glass-bottom dishes. Cells were incubated at 37°C and 5% CO_2_ in RPMI 1640 medium containing 11.1 mmol/l glucose and 10% FCS vol./vol. Cells were imaged 24–48 h after plating.

### Calcium imaging

Pancreatic delta cells were imaged 1–2 days after plating. GCaMP3-positive cells were imaged and data recorded as previously described [29]. All bath solutions contained 1 mmol/l glucose. Average fluorescence intensities were calculated over 10 s time windows for the entirety of the experiment. GCaMP3 intensity values over the entire trace for each experiment were normalised to the absolute baseline, which was calculated by taking the average GCaMP3 intensity values over two 1 min intervals at the beginning and end of the experiment when cells were in basal conditions. Responses to test reagents were calculated by determining the average normalised GCaMP3 intensity over a 2 min interval during perfusion of the test reagent divided by the average normalised GCaMP3 intensity over a 2 min interval taken before application of the test reagent to give a fold-change value. Cells were included in the analysis if they responded to 30 mmol/l KCl (*n* = 74); *n* = 19 cells were excluded from the analysis due to spontaneous and erratic GCaMP3 intensity fluctuations.

### Data analysis

All statistical analyses were conducted using Microsoft Excel and GraphPad Prism 5.0 (GraphPad Software, La Jolla, CA, USA). Statistical significance was calculated using a Student’s single-sample or two-sample *t* test or via ANOVA with either a Tukey, Dunnett’s or Bonferroni post hoc test, as appropriate. The threshold for significance was set at *p* < 0.05. Sequence reads were demultiplexed using the CASAVA pipeline (Illumina, Little Chesterford, UK) and then aligned to the mouse genome (GRCm38) using TopHat version 2.0.11 (http://ccb.jhu.edu/software/tophat/index.shtml). Raw read counts and fragments per kilobase of transcript per million mapped reads (FPKM) were generated using Cufflinks version 2.2.1 (http://cole-trapnell-lab.github.io/cufflinks) and differential gene expression was determined using edgeR (www.bioconductor.org/packages/release/bioc/html/edgeR.html).

## Results

### Transcriptomic profiling of isolated populations of islet cells revealed key identifiers of each cell type

We separated populations of alpha and beta cells via FACS from *Glu-Venus* mice and populations of delta cells from *Sst-Cre*/*Rosa26*^*EYFP*^ mice. Quantitative PCR (qPCR) analysis of the relative expression of *Ins*, *Gcg* and *Sst* in cDNA isolated from these purified populations of islet cells confirmed the enrichment of *Ins* in beta cells, *Gcg* in alpha cells and *Sst* in delta cells (Fig. 1a).

**Fig. 1:**
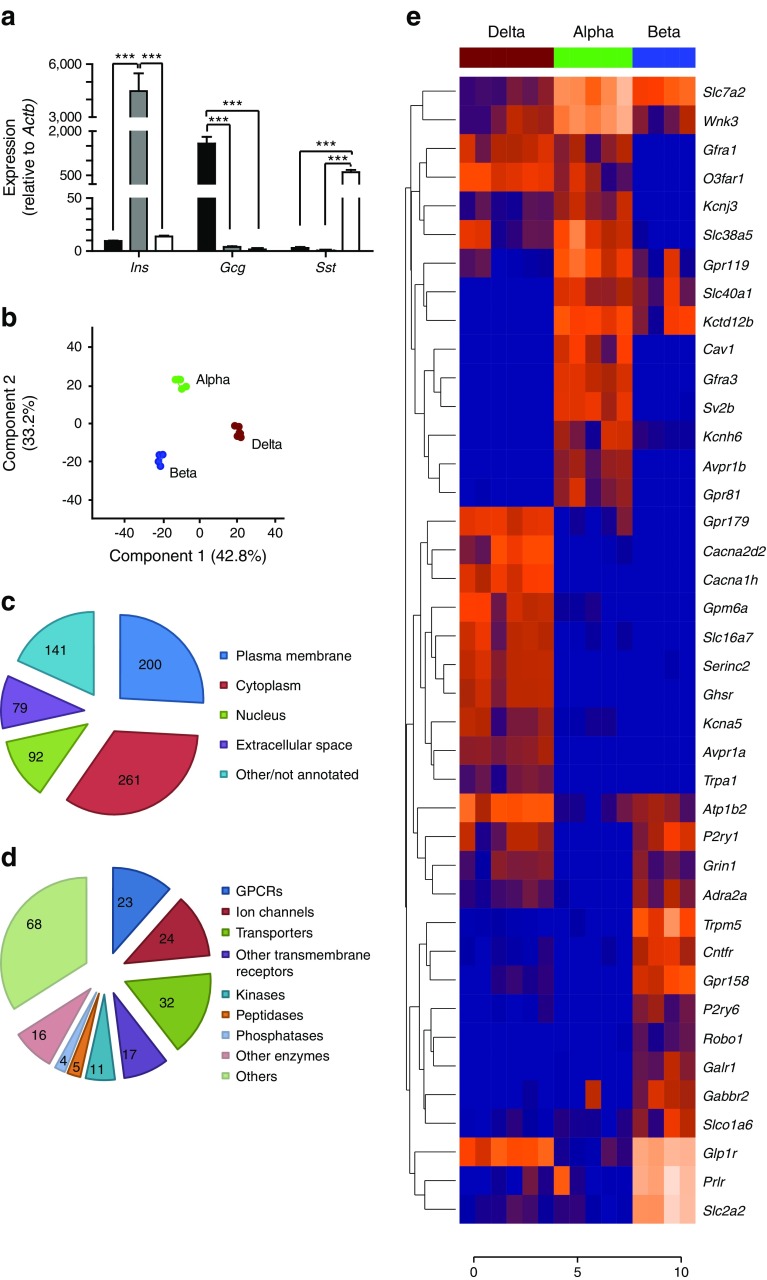
Transcriptomic profiling of pancreatic alpha, beta and delta cells. RNA was extracted from purified populations of alpha, beta and delta cells, and converted to cDNA or prepped for RNA sequencing. (**a**) Populations of alpha (black bars), beta (grey bars) and delta (white bars) cells were checked for *Ins*, *Gcg* and *Sst* enrichment, respectively, using qPCR analysis. Data are presented as the geometric mean, with error bars (SEM) calculated from log_2_ data. Each column represents the average expression from three separate samples. Significance comparisons were calculated by one-way ANOVA with Bonferroni post hoc comparison; ***p < 0.001. (**b**) RNA from five alpha cell samples, four beta cell samples and six delta cell samples was sequenced using SE50 sequencing. Differential gene expression was determined using edgeR, and a principle component analysis plot was constructed using a false discovery rate of 5% and a sensitivity threshold of FPKM values >1. (**c**) Pie chart showing the cellular distribution of genes differentially expressed between islet cell types. (**d**) Pie chart showing the distribution of differentially expressed genes found at the plasma membrane. (**e**) Heatmap showing the top 40 most differentially expressed genes found at the plasma membrane. Data are presented as log_2_ FPKM

We next performed RNA sequencing analysis of these isolated populations of alpha, beta and delta cells to build a transcriptomic profile for each cell type. 

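The RNA sequencing comprised 15 samples. Alpha cells (n = 5) and beta cells (n = 4) came from Glu-Venus mice, whose alpha cells carry the Venus fluorophore and whose beta cells were taken from the Venus-negative fraction by scatter and autofluorescence. Delta cells (n = 6) came from Sst-Cre/Rosa26EYFP mice. Each sample was sorted from islets pooled from 2 to 5 mice according to the methods, or 2 to 6 according to the legend of Fig. 4, so the spread between samples is a spread between pools, and the delta cells differ from the other cells in mouse line as well as in cell type. The RNA was amplified before library preparation and sequenced as single 50 nt reads. The authors aligned the reads to GRCm38 with TopHat and deposited Cufflinks values for 38283 genes as FPKM, fragments scaled by transcript length and by the mapped reads of the sample. The paper's edgeR comparison used raw read counts, which were not used here. In their place, differences were tested with limma (linear models with moderated variances) on log2(FPKM + 1), with all 15 samples in one fit and Benjamini-Hochberg adjustment, over the 14405 genes whose mean was above 1 FPKM in at least 1 cell type. Fold changes on this scale understate the changes of genes with low values.

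The number of reads per sample was judged from the low values of genes with 1 annotated transcript, which fall on whole multiples of a step when whole reads are assigned. The steps could be resolved in 6 samples and imply depths between 7.5 M and 10.9 M reads in alpha sample 2 and delta samples 1 and 2, and between 25.5 M and 30.4 M in alpha sample 5 and delta samples 3 and 4. The depth of the other 9 samples is unknown. The number of genes with a value above 0 ranged from 14761 to 17122 in alpha cells (median 15627), from 15286 to 17752 in beta cells (median 16679.5) and from 16342 to 18559 in delta cells (median 18198.5). The samples also fell into 2 sets that cross the cell types. The summed FPKM of 86 ribosomal protein genes was between 66063 and 141566 in alpha samples 1 to 3, beta sample 2 and delta samples 1 and 2, and between 8183 and 39078 in the other 9 samples. The beta cells have 1 sample in the first set, so comparisons within it have no replicate for beta cells.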

The mapping efficiency was 82.8%. 

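Principal components were computed from log2(FPKM + 1) of the 2301 genes that differed between the cell types (F-test of limma, adjusted p under 0.05), each gene centred and scaled. Component 1 held 47.6% of the variance and component 2 held 25.7%. On component 1, delta cells scored between -39.3 and -27.3, alpha cells between -6.03 and 10.9, and beta cells between 38.0 and 50.8. On component 2, alpha cells scored between 26.5 and 38.1, and all beta and delta cell samples scored below 0. The smallest distance between samples of different cell types on these components was 2.31 times the largest distance within a cell type, and this ratio stayed between 1.36 and 4.11 across the 15 computations that each left out one sample. These genes were chosen because they differ between the same cell types. The 14405 genes tested were chosen by their mean FPKM in a cell type and not by a difference between cell types. Over all of them, component 1 held 24.2% of the variance and component 2 held 18.3%, and the distance ratio was 0.101. Component 1 of all genes did not part the cell types. The 6 samples with the higher summed ribosomal protein FPKM scored between -77.7 and -31.5 on it, and the other 9 scored between -3.80 and 111.4. On component 2 of all genes, delta cells scored between -60.7 and -31.5, alpha cells between -28.7 and 40.8 and beta cells between 36.9 and 92.4.

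**Figure D1:**
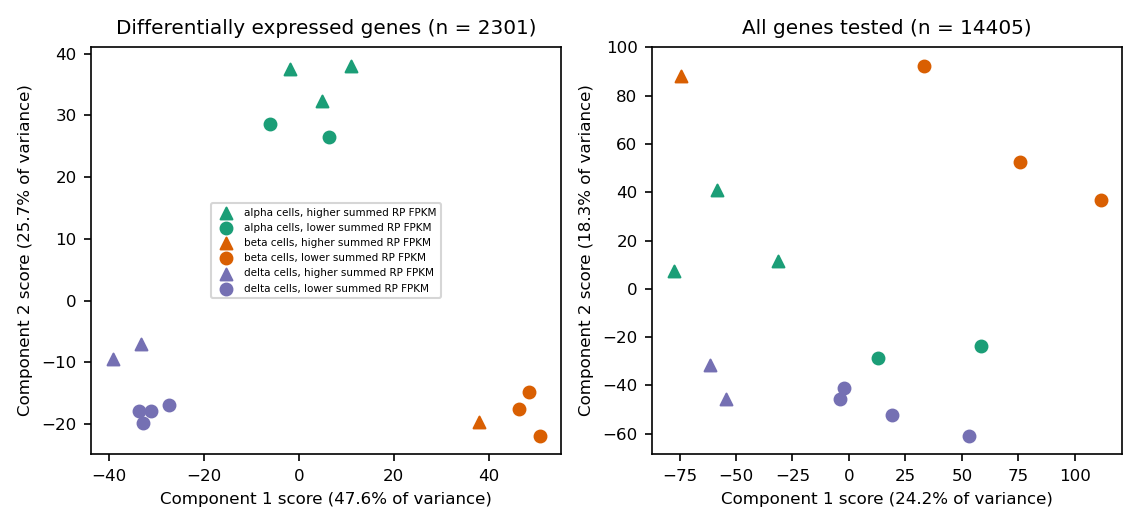
Scores of the 15 samples on components 1 and 2, for the 2301 differentially expressed genes (left) and for all 14405 genes tested (right). Points are samples, coloured by cell type; triangles mark the 6 samples with the higher summed ribosomal protein (RP) FPKM, which lie to the left of the other 9 in the right panel.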

Principal component analysis revealed that alpha, beta and delta cells clustered separately, indicating that they differ considerably in their gene-expression profiles. 

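The hormone genes were examined first, as a check of the sample labels. Gcg (chromosome 2, 62474530 to 62483650, GRCm38) was at 273080 ± 72015 FPKM (SD, n = 5) in alpha cells, 636 ± 790 (SD, n = 4) in beta cells and 515 ± 210 (SD, n = 6) in delta cells. Ins2 (chromosome 7, 142678656 to 142743381) was at 295240 ± 252310 FPKM (SD, n = 4) in beta cells, 5534 ± 2308 (SD, n = 5) in alpha cells and 5768 ± 1276 (SD, n = 6) in delta cells. Sst (chromosome 16, 23889573 to 23890958) was at 163270 ± 77761 FPKM (SD, n = 6) in delta cells, 1619 ± 527 (SD, n = 5) in alpha cells and 165 ± 199 (SD, n = 4) in beta cells. For each of the 3 genes, the samples of the cell type named by its hormone were all above those of the other cell types. Ins1, a close paralog with which reads of Ins2 can be shared, was at 80379 ± 51619 FPKM (SD, n = 4) in beta cells, 2026 ± 966 (SD, n = 5) in alpha cells and 1671 ± 522 (SD, n = 6) in delta cells.

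**Figure D2:**
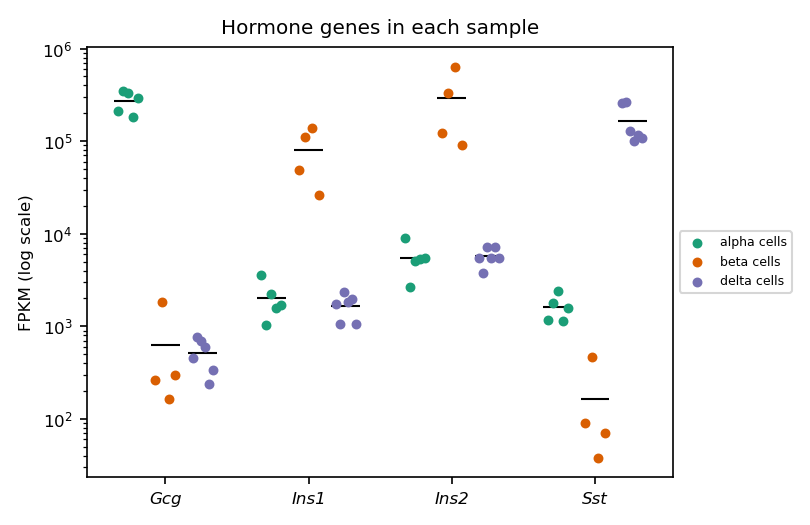
FPKM of Gcg, Ins1, Ins2 and Sst in each of the 15 samples, on a log scale. Points are samples and black bars are means; each gene is highest in the samples of its own cell type, such as Gcg at 273080 FPKM on average in alpha cells.

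Across cell types, 2301 of 14405 genes had an adjusted p under 0.05 in limma's F-test. Between pairs of cell types, 1104 genes differed between beta and alpha cells (409 higher and 695 lower in beta cells), 981 between delta and alpha cells (768 higher and 213 lower in delta cells) and 2114 between delta and beta cells (1683 higher and 431 lower in delta cells). The balance of higher and lower genes depended on the scaling between samples. Division by median-ratio size factors, a scaling added after the data were seen, moved the median log2 difference of all genes by 0.18, -0.13 and -0.31 in these 3 comparisons and called 2078, 1070 and 2678 genes in them, of which 52.7%, 67.8% and 51.5% were higher, against 37.0%, 78.3% and 79.6% without it. Quantile normalization, also added then, called 1970, 1088 and 2745 genes, of which 47.6%, 56.8% and 50.9% were higher. With the replicate number as a block in the fit of all 15 samples, 2198 genes differed across cell types and 1227 between beta and alpha cells, and the deviations of same-numbered samples of different cell types from their group means had a mean correlation of 0.0761 across genes. A fit of replicates 1 to 4 of alpha and beta cells alone, paired by number, called 0 genes, with 2751 at an unadjusted p under 0.05.

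The largest changes among genes whose samples did not overlap were, for beta against alpha cells, higher Ucn3, Slc2a2 and Prlr (log2 differences of 6.55, 6.27 and 6.01) and lower Ppy, Gcg and Pyy (-9.59, -9.40 and -8.83). For delta against alpha cells they were higher AL672259.1, Sst and 4930529M08Rik (7.18, 6.59 and 6.51) and lower Gcg, Ttr and Pdk4 (-9.12, -7.76 and -6.39). AL672259.1 is annotated as a microRNA gene that overlaps Nnat and Blcap, and 4930529M08Rik overlaps Crnkl1, so their reads can come from those genes. For delta against beta cells they were higher Sst, Pyy and Ppy (10.49, 9.07 and 8.91) and lower G6pc2, Prlr and Ero1lb (-7.10, -6.68 and -6.43). The largest adjusted p among these genes was 0.00317 (limma, AL672259.1). All 773 genes of ESM Table 1 were among the genes tested, and 687 of them had an adjusted p under 0.05 in the F-test, or 748 when the adjustment covered the list alone. The list is the paper's own call on these samples, so the second number shows no stability. Of the 200 genes that ESM Table 1 places at the plasma membrane, 187 were called.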

Using a false discovery rate of 5% and a lower sensitivity threshold of 1 FPKM, we identified 773 genes that were differentially expressed between alpha, beta or delta cells (Fig. 1b, electronic supplementary material [ESM] Table 1), of which 200 genes encoded proteins expressed on the plasma membrane (Fig. 1c). Of the cell surface markers, we found that 23 G-protein coupled receptors (GPCRs), 24 ion channels and 32 membrane transporters were differentially expressed between alpha, beta and delta cells (Fig. 1d). 

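Gene types are those of ESM Table 1. Among its plasma membrane genes, limma's F-test on log2(FPKM + 1) called all 23 GPCRs, 21 of the 24 ion channels and 29 of the 32 transporters at an adjusted p under 0.05. The ion channel genes not called were Scn3a, Scnn1b and Ttyh1, and the transporter genes not called were Slc36a1, Slc41a3 and Slc4a4; these 6 are named because they were missed. Over the 15 fits that each left out one sample, between 20 and 23 ion channels were called, and 23 GPCRs in each. The log2 differences had the sign given in ESM Table 1 for 737 of the 773 listed genes in beta against alpha cells, 743 in delta against alpha cells and 714 in delta against beta cells.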

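All 40 genes shown in Fig. 1e passed the F-test across cell types, with a largest adjusted p of 0.00735 (limma). By mean log2(FPKM + 1), 13 of them were highest in alpha cells, 13 in beta cells and 14 in delta cells. Those with the highest mean in delta cells included Ghsr, Avpr1a, Gpr179 and O3far1, those in beta cells Slc2a2, Prlr, Glp1r and Gpr158, and those in alpha cells Avpr1b and Gpr81.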

The top 40 cell surface markers for each cell type are depicted as a heatmap in Fig. 1e, and details of all 773 differentially expressed genes are given in ESM Table 1.

To identify the key regulatory receptors for each cell type, we plotted the expression levels of *Gpcr*s in alpha vs beta cells, alpha vs delta cells and beta vs delta cells (Fig. 2a–c). 

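Genes of GPCR families were taken by symbol, together with the GPCRs of ESM Table 1, which gave 377 genes in the table and 85 above the threshold of 1 FPKM in a cell type. With an adjusted p under 0.05 and at least a 2-fold difference on the log2(FPKM + 1) scale, 13 GPCR genes were higher and 13 lower in beta than in alpha cells, 18 higher and 6 lower in delta than in alpha cells, and 27 higher and 9 lower in delta than in beta cells. With the adjustment over the GPCR genes alone, the numbers were 19 and 18, 22 and 8, and 27 and 10. Of the genes labelled in Fig. 2a, Glp1r, Gpr158 and P2ry1 were higher in beta than in alpha cells, by 6.00, 4.41 and 3.40 on the log2 scale, and Oxtr, Avpr1b and O3far1 were lower, by -3.57, -3.02 and -2.91 (largest adjusted p of the 6, 0.000333, limma). Of those in Fig. 2b, P2ry1 was higher in delta than in alpha cells (2.74), and Avpr1b and Gpr81 were lower (-2.76 and -2.61; largest adjusted p of the 3, 0.000381, limma). Ffar3 had a log2 difference of -1.19 between delta and alpha cells with an adjusted p of 0.228 (limma), and its samples overlapped, while the exact permutation test of this gene alone gave p = 0.00866 (two-sided). Of those in Fig. 2c, Galr1, Gabbr2 and Ffar1 were lower in delta than in beta cells (-2.77, -2.76 and -2.03), the last with an adjusted p of 0.0271 (limma) that was above 0.05 in 4 of the 15 fits that each left out one sample, up to 0.0911 without beta replicate 3.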

*Gpcr*s specific to alpha, beta or delta cells were identified using a cut-off of twofold differential expression. 

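Ghsr lies on chromosome 3 of GRCm38 from 27371351 to 27378010 on the plus strand and has 1 annotated transcript of 4433 nt in 3 exons. Its mean was 11.7 ± 2.92 FPKM (SD, n = 6) in delta cells, where single samples ranged from 6.37 to 14.7 FPKM, and 0.158 ± 0.218 FPKM (SD, n = 5) in alpha cells. In beta cells it was 0.0216 ± 0.0294 FPKM (SD, n = 4). The log2 difference was 3.43 for delta against alpha cells (standard error 0.245, adjusted p = 1.8e-07, limma) and 3.60 for delta against beta cells (standard error 0.261, adjusted p = 1.5e-07, limma). Every delta cell sample was above every alpha and beta cell sample. The two-sided exact permutation test gave p = 0.00433 for delta against alpha cells and p = 0.00952 for delta against beta cells, the smallest these group sizes allow, and 0.0157 for both after Benjamini-Hochberg adjustment over the 51 comparisons of single genes. Those genes were named by the paper or picked for large changes in these same samples, so this adjustment is lenient. With a pseudocount of 0.1 in place of 1 the log2 differences were 5.77 and 6.58, and as log2 ratios of mean FPKM, a measure added after the data were seen, 6.21 and 9.08. On the log2(FPKM + 1) scale, they stayed across the 15 fits that each left out one sample between 3.37 and 3.58 and between 3.53 and 3.75.

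Among the 85 GPCR genes, ranked by the smaller of the log2 differences from alpha and from beta cells, Ghsr ranked 1, followed by Avpr1a (3.07), Gpr179 (2.82) and Chrm4 (2.27). With a pseudocount of 0.1, Avpr1a ranked 1 (6.04) and Ghsr ranked 2. By the log2 ratio of mean FPKM, Avpr1a (8.80) and Crhr2 (7.41) were above Ghsr, which ranked 3. In all, 12 GPCR genes were at least 2-fold higher in delta cells than in both other cell types with adjusted p under 0.05. By mean FPKM in delta cells, Ghsr ranked 12 of the 85.

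**Figure D3:**
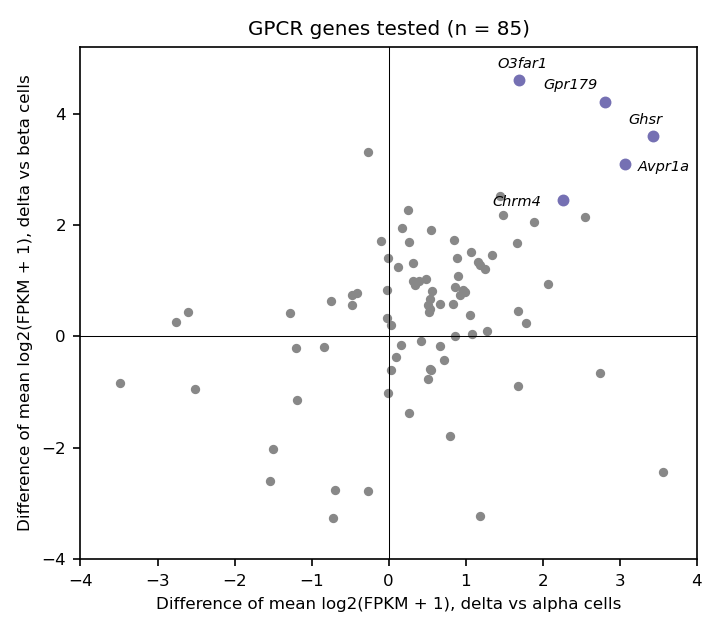
Difference of mean log2(FPKM + 1) between delta and alpha cells (horizontal axis) and between delta and beta cells (vertical axis) for the 85 GPCR genes tested. Each point is a gene, and Ghsr lies at 3.43 and 3.60 in the upper right, near Avpr1a and Gpr179.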

*Ghsr* was one of the most highly enriched *Gpcr*s found in delta cells compared with both alpha and beta cells, and its enrichment was confirmed by qPCR (Fig. 2d). *Ghsr* was undetectable in beta cells and very lowly expressed in alpha cells (alpha vs delta cells, *p* < 0.001; beta vs delta cells *p* < 0.001; alpha vs beta cells *p* < 0.01).

**Fig. 2:**
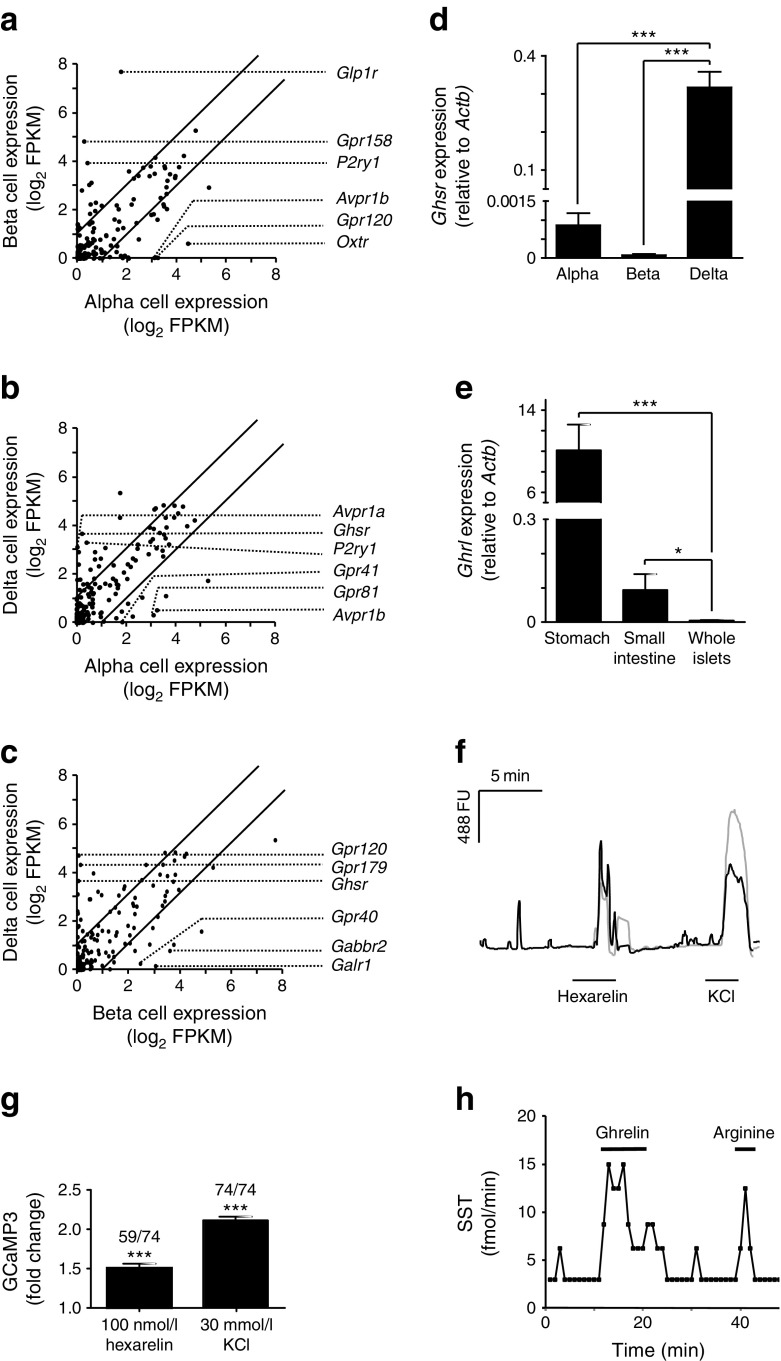
Confirmation of *Ghsr* expression and GHSR activity in delta cells. (**a**–**c**) Log_2_ of FPKM values for GPCRs expressed by each cell type were plotted against each other: (**a**) alpha vs beta cells; (**b**) alpha vs delta cells; and (**c**) beta vs delta cells. A threshold of twofold differential expression was set. Three of the most highly enriched and expressed GPCRs for each cell type are indicated on the graphs. (**d**, **e**) Histograms showing the relative expression of *Ghsr* in pancreatic alpha, beta and delta cells (**d**) and *Ghrl* in the whole stomach, small intestine and islets (**e**). Expression was analysed by qPCR and compared with that of *Actb* in the same sample. Data are presented as the geometric mean, with error bars (SEM) calculated from log_2_ data. Each column represents the average expression from three separate samples. Two to five mice were pooled for each sample in (**d**) and one mouse was used for each sample in (**e**). Significance comparisons were calculated by one-way ANOVA with Bonferroni post hoc comparison; *p < 0.05, ***p < 0.001. (**f**, **g**) Pancreatic islets from *Sst-Cre*/*Rosa26* ^*tdRFP/GCaMP3*^ mice were dispersed and cultured on glass-bottom dishes and imaged 24–48 h after plating. Delta cells were excited with 488/8 nm, and the GCaMP3 fluorescence (488 fluorescence units [FU]) was recorded. Cells were perfused with either 100 nmol/l hexarelin or 30 mmol/l KCl, as indicated. Representative responses of two delta cells monitored in parallel in the same dish are shown in black and grey (**f**). Mean changes in GCaMP3 in cells from seven mice are shown in a histogram (**g**), with the number of responding cells out of the total number of cells imaged for each condition shown above each bar. Data represent the mean ± SEM of the number of responding cells. Significance above baseline was calculated using a single Student’s *t* test; ***p < 0.001. (**h**) A whole pancreas was perfused with 3.5 mmol/l glucose and treated with 10 nmol/l ghrelin and 10 mmol/l arginine, as indicated, and SST concentrations were measured every minute

To examine candidate sites of ghrelin production in the mouse, we measured the expression of ghrelin (*Ghrl*) in whole islets, the whole stomach and the whole small intestine by qPCR (Fig. 2e). *Ghrl* expression in whole islets was low and only detected at an average cycle threshold of 36.4, substantially lower than in the stomach and small intestine (*p* < 0.001 and *p* < 0.05, respectively). We were also unable to detect acyl-ghrelin in perfusates from adult mouse pancreases perfused at 3.5 mmol/l glucose, using a ghrelin assay with a working limit of detection of approximately 25 pg/ml (data not shown).

### Calcium imaging in dispersed islets revealed GHSR-mediated activation of delta cells

To establish the functional role of GHSR activation in delta cells, we performed calcium imaging experiments in dispersed islet cultures from *Sst-Cre*/*Rosa26*^*tdRFP/GCaMP3*^ mice. Delta cells were identified by their tdRFP expression, and their calcium responses to 100 nmol/l hexarelin, a stable ghrelin analogue, were recorded in real time using the genetically encoded calcium indicator GCaMP3. Hexarelin elicited significant increases in GCaMP3 emission, indicative of an increased cytosolic calcium concentration, in 59 out of 74 delta cells (1.51-fold increase in GCaMP3 fluorescence, *p* < 0.001; Fig. 2f,g).

### Ghrelin inhibited insulin and glucagon secretion in an SST-dependent manner

To establish a physiological role for delta cell specific activation by GHSR binding, we examined the effects of ghrelin on insulin, glucagon and SST secretion in a perfused mouse pancreas model. In a pilot experiment, 10 nmol/l ghrelin increased SST secretion in a pancreas perfused with 3.5 mmol/l glucose (Fig. 2h), consistent with the finding that hexarelin increased delta cell Ca^2+^ even at low glucose concentrations. In further experiments, pancreases were perfused with 1 or 100 nmol/l ghrelin in the presence of 12 mmol/l glucose to enable concurrent assessment of a potential inhibitory effect on insulin secretion. Both 1 and 100 nmol/l ghrelin evoked immediate increases in SST release (1.6- and 2.7-fold, respectively; Fig. 3a,b). These increases in SST coincided with concomitant decreases in the secretion of insulin (1.4- and 2.1-fold; Fig. 3c,d) and glucagon (1.1- and 2.1-fold; Fig. 3e,f).

**Fig. 3:**
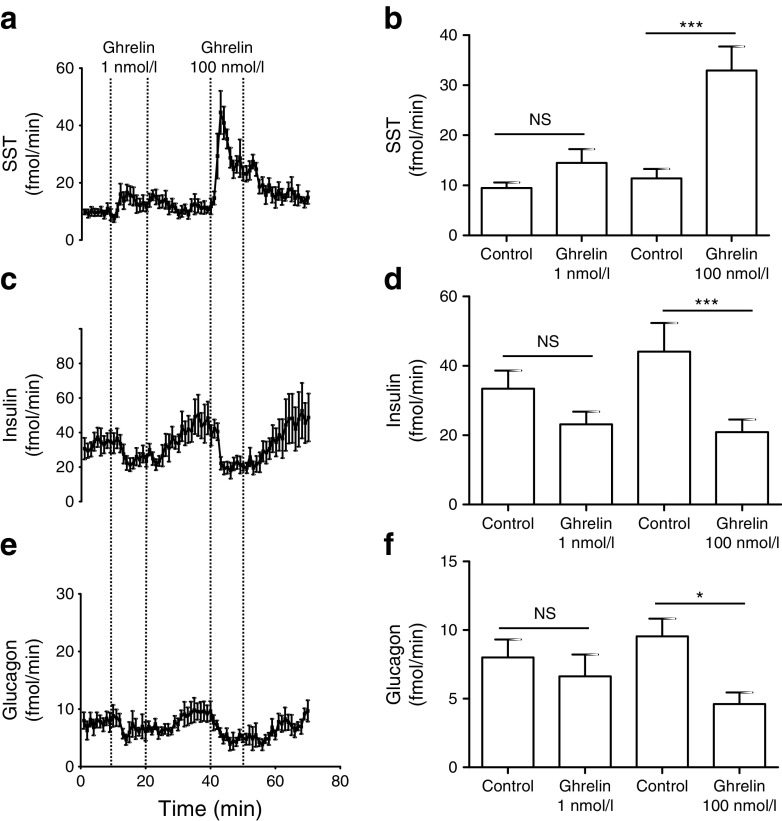
Ghrelin stimulated SST release, while decreasing insulin and glucagon release, in a perfused pancreas model. Whole pancreases were perfused with 12 mmol/l glucose (control) and treated with 1 or 100 nmol/l ghrelin, and the secretion of SST (**a**, **b**), insulin (**c**, **d**) and glucagon (**e**, **f**) was measured. Mean hormone outputs were averaged over 5 min before addition of the test substance and during the final 5 min of test substance perfusion. Data are represented as means ± SEM. Significance was tested by one-way ANOVA with post hoc Tukey modification; *n* = 7; *p < 0.05, ***p < 0.001

As beta cells express negligible levels of *Ghsr*, and alpha cells express significantly lower levels of *Ghsr* compared with delta cells, we hypothesised that the effects of ghrelin on insulin and glucagon secretion were mediated by SST. 

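No difference in Ghsr between alpha and beta cells was called on the log2(FPKM + 1) scale, which compresses values below 1. The log2 difference between beta and alpha cells was -0.16 (standard error 0.271, adjusted p = 0.771, limma; exact permutation test, p = 0.0952), and the log2 ratio of mean FPKM was -2.87. Of the 5 alpha cell samples, replicate 3 had the highest value, 0.544 FPKM, and the others ranged from 0.0251 to 0.104 FPKM. Within the 6 samples with higher summed ribosomal protein FPKM, the mean was 0.228 FPKM in alpha cells (n = 3), 0.0656 in the beta cell sample and 12.7 in delta cells (n = 2). Within the other 9 samples it was 0.0528 FPKM in alpha cells (n = 2), 0.00693 in beta cells (n = 3) and 11.2 in delta cells (n = 4). From the low level of Ghsr in beta cells and its lower level in alpha than in delta cells, the paper hypothesises that SST mediates the actions of ghrelin on the secretion of insulin and glucagon.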

Examination of our RNA sequencing database revealed that the most prominent *Sstr* expressed in beta cells was *Sstr3*, whereas alpha cells expressed both *Sstr2* and *Sstr3* (Fig. 4a). 

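In beta cells, Sstr3 (chromosome 15, 78537008 to 78544685, GRCm38) was at 9.03 ± 1.97 FPKM (SD, n = 4), while Sstr1 and Sstr2 were each above 0 in 1 of the 4 samples, at 0.0156 and 0.0617 FPKM. In alpha cells, Sstr3 was at 14.2 ± 6.19 FPKM (SD, n = 5) and Sstr2 (chromosome 11, 113619342 to 113626028) at 2.51 ± 1.16 FPKM (SD, n = 5), of which alpha replicate 3 had the lowest value, 0.549 FPKM. In delta cells, Sstr3 was at 19.2 ± 2.60 FPKM, Sstr1 (chromosome 12, 58211772 to 58214444) at 1.55 ± 0.740 FPKM and Sstr2 at 0.374 ± 0.248 FPKM (SD, n = 6 for each). The difference in Sstr3 between beta and alpha cells was within the spread between samples, with a log2 difference of -0.53 (standard error 0.326, adjusted p = 0.3498, limma; exact permutation test, p = 0.127). Alpha cell samples of the set with higher summed ribosomal protein FPKM had a mean Sstr3 of 9.89 FPKM (n = 3) and those of the other set 20.6 FPKM (n = 2), against 11.1 in the beta cell sample of the first set and 8.32 in the beta cell samples of the second (n = 3). Sstr3 was higher in delta than in beta cells (log2 difference 1.02, standard error 0.313, adjusted p = 0.0380, limma), a call that did not hold after division by median-ratio size factors (0.62, adjusted p = 0.262, limma; adjusted p from 0.00982 to 0.262 over the alternatives).

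**Figure D4:**
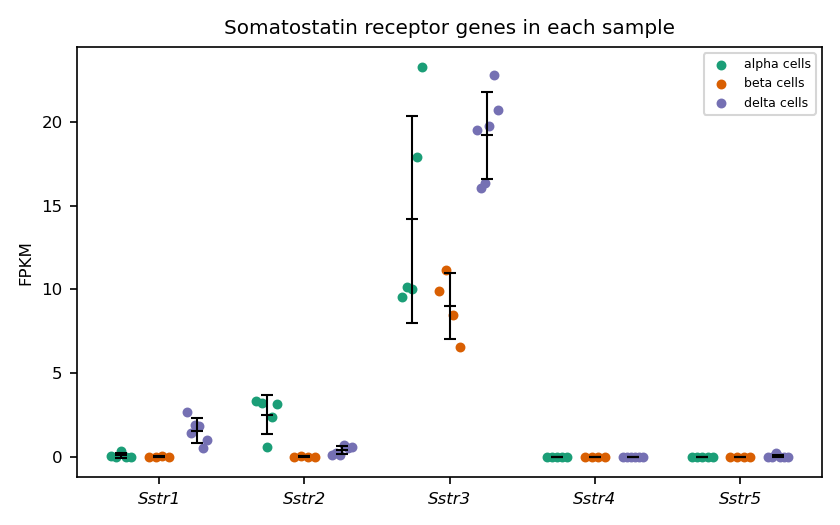
FPKM of Sstr1 to Sstr5 in each of the 15 samples. Points are samples, and black bars give the mean and SD of each cell type; Sstr3 has a mean of 14.2 FPKM in alpha, 9.03 in beta and 19.2 in delta cells.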

In the RNA sequencing analysis, *Sstr5* was undetectable in all alpha and beta cell samples, but gave a low signal in one out of six delta cell samples, whereas *Sstr4* was undetectable in all samples analysed. 

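Sstr5 (chromosome 17, 25489875 to 25497288, GRCm38) was listed at 0 in all 5 alpha and 4 beta cell samples and in 5 of the 6 delta cell samples, and at 0.218 FPKM in delta replicate 3. Sstr4 (chromosome 2, 148395344 to 148396767) was listed at 0 in all 15 samples. None of 23 housekeeping genes, listed after the data were seen, was listed at 0 in any sample, and the lowest of their values was 1.35 FPKM. These values lie above that of Sstr5, so they do not show whether a gene of low expression can be listed at 0. Neither gene was tested for differences, since both were below 1 FPKM in every cell type.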

Expression levels of *Sstr1*, *Sstr2*, *Sstr3* and *Sstr5* were further quantified by qPCR (Fig. 4b). Perfusion experiments were repeated, and 10 nmol/l ghrelin was applied with and without the combination of the SSTR antagonists H6056 and H5884 (both 1 μmol/l), which are inhibitors of SSTR2, SSTR3 and SSTR5. Addition of the SSTR inhibitor cocktail to the perfusate containing 12 mmol/l glucose increased the secretion of SST (2.6-fold; *p* < 0.01), insulin (twofold, *p* < 0.001) and glucagon (threefold, *p* < 0.001). In the continued presence of the antagonist cocktail, the ghrelin infusion still stimulated SST secretion, but its effects on insulin and glucagon release were abolished (Fig. 4c–h).

**Fig. 4:**
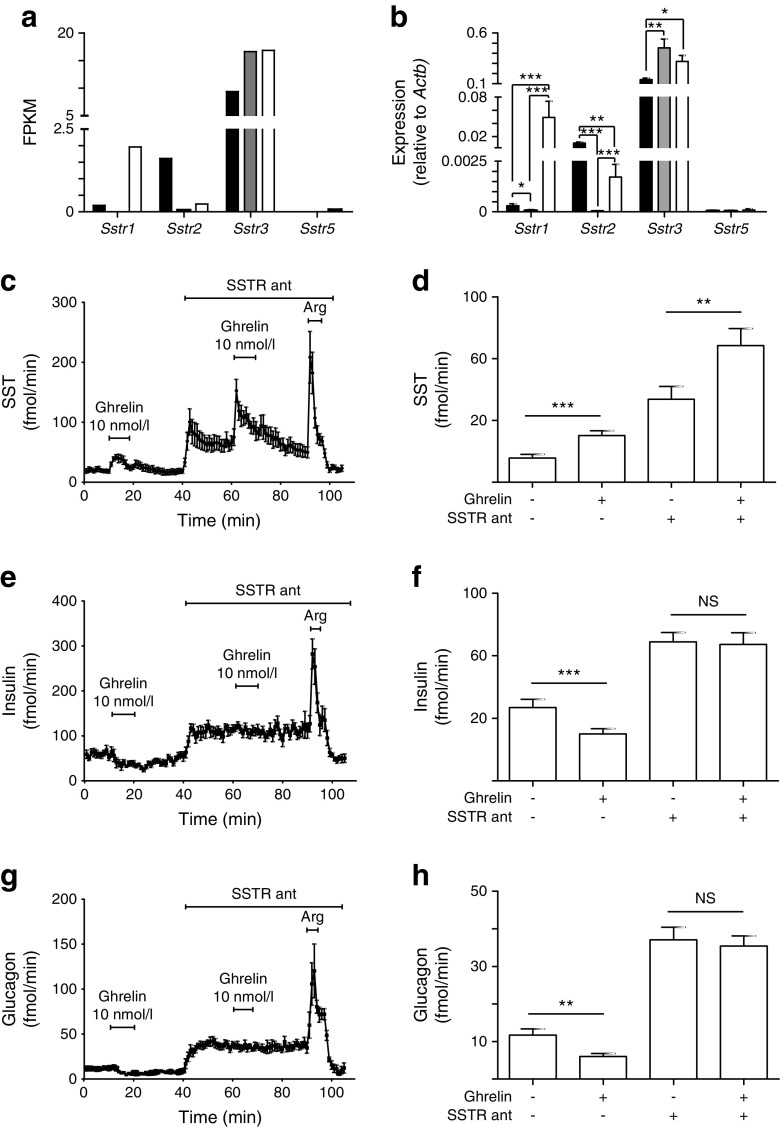
The effects of ghrelin on SST, insulin and glucagon were sensitive to SSTR. (**a**) Expression levels of *Sstr* in alpha (black bars), beta (grey bars) and delta (white bars) cells, as determined by RNA sequencing, were plotted and their expression was confirmed by qPCR (**b**). Data are presented as the geometric mean, with error bars (SEM) calculated from log_2_ data. Each column represents the average expression from three separate samples. Two to six mice were pooled for each sample in (**a**) and one mouse was used for each sample in (**b**). Significance comparisons were calculated by one-way ANOVA with Bonferroni post hoc comparison; *p < 0.05, **p < 0.01, ***p < 0.001. (**c**, **d**) Whole perfused pancreases were perfused with 12 mmol/l glucose (basal) and treated with 10 nmol/l ghrelin in the presence and absence of the SSTR inhibitors H6056 and H5884 (SSTR ant), and the secretion of SST (**c**, **d**), insulin (**e**, **f**) and glucagon (**g**, **h**) was measured; 10 mmol/l arginine (Arg) was used as a positive control. Mean hormone outputs were averaged over 5 min before addition of the test substance and during the final 5 min of test substance perfusion. Data are represented as means ± SEM. Significance was tested by one-way ANOVA and paired Student’s *t* test; *n* = 8; **p < 0.01, ***p < 0.001

## Discussion

In this study, we identified the transcriptome of pancreatic delta cells and performed a comparative transcriptomic analysis with beta and alpha cells. Amongst islet-expressed *Gpcr*s, we found *Ghsr* to be significantly enriched in delta cells over both alpha and beta cells. Although we were unable to identify antibodies suitable for confirming GHSR localisation at the protein level, the functional relevance of this receptor in delta cells was confirmed by the finding that GHSR agonism elicited increases in cytosolic calcium levels in isolated delta cells, and that in the perfused pancreas, ghrelin stimulated SST release while attenuating insulin and glucagon release in an SSTR-sensitive manner.

A multitude of studies involving genetic and pharmacological manipulation of GHSR have concluded that the action of ghrelin on glucose tolerance and glycaemia is reliant on GHSR binding and that its blockade, even on a high-fat background, improves glucose handling [12, 16, 36–38]. Previous studies have concluded that the effects of ghrelin on insulin secretion are mediated by its direct binding to GHSR located on the beta cell plasma membrane, but the underlying signalling mechanism is difficult to explain. GHSR is predominantly G_αq_ coupled, so, like other beta cell G_αq_-coupled receptors such as the muscarinic receptor M3, its activation would be predicted to enhance rather than inhibit insulin secretion. However, GHSR blockade in isolated islets has been reported to increase insulin release and cytosolic calcium in beta cells via a pertussis toxin-sensitive pathway [16], implicating G_i/o_ G proteins [39], and to be impaired by antisense oligonucleotides against G_αi2_ [23]. Administration of pertussis toxin has also been reported to render ghrelin incapable of lowering plasma insulin levels in vivo [23].

To account for the paradoxical G_i/o_ dependence of a response downstream of a G_αq_-coupled receptor, some have suggested non-canonical coupling of the ghrelin receptor to G_i/o_ G proteins via recruitment and heteromerisation of GHSR with SSTR5 in beta cell lines [24]. However, our transcriptomic analysis found negligible expression of *Ghsr* and *Sstr5* in mouse beta cells. This is unlikely to reflect technical limitations, as we have previously been able to detect *Sstr2*, *Sstr3* and *Sstr5* in intestinal L cells [40]. 

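In beta cell replicates 1 to 4, Ghsr was at 0.00638, 0.0656, 0.00926 and 0.00517 FPKM. Of the 38283 genes in the table, 18326 had a higher mean than Ghsr in beta cells, compared with 4171 in delta cells. The smallest value the depth can show in beta cells is unknown, because the steps of single reads could not be resolved in any of the 4 samples.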

In the context of pancreatic islets, our data confirm relatively specific expression of *Sstr2* in alpha cells, but the high expression of *Sstr3* was unexpected [41], suggesting that conclusions based on SSTR-selective agents and antibodies should be revisited. 

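Sstr2 was lower in beta than in alpha cells by a log2 difference of -1.70 (standard error 0.320, adjusted p = 0.00342, limma) and lower in delta than in alpha cells by -1.28 (standard error 0.289, adjusted p = 0.0104, limma), where the samples of the 2 cell types overlapped (exact permutation test, p = 0.0130). With replicates 1 to 4 of alpha and beta cells paired by number, the difference between beta and alpha cells was -1.61 with an adjusted p of 0.123 (limma; adjusted p from 0.000224 to 0.123 over the alternatives). With the replicate number as a block in the fit of all 15 samples it was -1.63 with an adjusted p of 0.0122 (limma). Among the 85 GPCR genes tested, Sstr3 ranked 5 by mean FPKM in alpha cells and 12 in beta cells, and Sstr2 ranked 32 in alpha cells, 78 in beta cells.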

A recent study reported that re-expression of *Ghsr* specifically in beta cells on a *Ghsr*^–/–^ background rescued the ability of a GHSR antagonist to enhance glucose-stimulated insulin release during a glucose tolerance test [42], supporting the direct detection of ghrelin by beta cells and suggesting that even extremely low levels of *Ghsr* expression might modulate beta cell activity. To explain the GHSR-mediated suppression of insulin release and the involvement of a G_i/o_-dependent pathway, our findings alternatively suggest that the inhibitory effect of ghrelin on insulin release is not entirely mediated directly via the beta cell, but instead proceeds at least in part by the activation of GHSR on delta cells, triggering SST release that subsequently inhibits beta cells through SSTR activation. Similar conclusions were reached in a paper submitted while this manuscript was under review [43].

Our work presents an exhaustive transcriptomic comparison between murine pancreatic alpha, beta and delta cells (available at www.ncbi.nlm.nih.gov/geo), providing a database for identifying factors that similarly or uniquely regulate different islet cell types. The transgenes used to fluorescently label alpha and delta cells did not alter islet architecture or the relative proportions of islet cell types [30], but we cannot rule out the possibility that they had subtle effects on gene expression. Several recent studies have similarly analysed the gene-expression profiles of pancreatic alpha and beta cells [44–47], but this, together with the study conducted in parallel by DiGruccio et al [43], is the first study to compare delta cells with neighbouring alpha and beta cells. Delta cells exert a tonic inhibitory tone over both insulin and glucagon release, as evident from the elevated rates of basal insulin and glucagon release from perfused pancreases in the presence of SSTR inhibitors. Whether and how agonists/antagonists modulate SST signalling will therefore be an important consideration in the design of new antidiabetic drug targets, as well as for our understanding of the endocrine and metabolic control of insulin secretion.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

ESM Table 1 (XLSX 72 kb)

## Abbreviations

EYFP: Enhanced yellow fluorescent protein
FPKM: Fragments per kilobase of transcript per million mapped reads
GHSR: Growth hormone secretagogue receptor
GPCR: G-protein coupled receptor
qPCR: Quantitative PCR
*Sst*/SST: Somatostatin
SSTR: Somatostatin receptor
tdRFP: Tandem red fluorescent protein

How the deposited data were processed for this re-analysis (not part of the article)

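RNA was measured in 15 samples of sorted mouse islet cells: 5 of alpha cells and 4 of beta cells from Glu-Venus mice, and 6 of delta cells from Sst-Cre/Rosa26EYFP mice. The qPCR, calcium imaging and pancreas perfusion of the paper were not analysed here. Samples were assigned to cell types and replicate numbers from their labels and the paper.

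The authors demultiplexed single 50 nt reads with CASAVA, aligned them to GRCm38 with TopHat 2.0.11 and deposited FPKM per gene from Cufflinks 2.2.1, 1 column per sample, for 38283 genes with Ensembl identifiers. The paper's text does not name the annotation release or any scaling between libraries. For their comparison the authors used edgeR on raw read counts, which were not used here, so a count-based test was not run. The test for normalized values, fixed beforehand for that case, was used: limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(FPKM + 1), with a mean for each cell type, no covariate, all 15 samples in one fit, and Benjamini-Hochberg adjustment. Genes were tested where the mean was above 1 FPKM in at least 1 cell type, which left 14405. An adjusted p under 0.05 counted as a call, after the false discovery rate of 5% in the paper. Reported fold changes are differences of mean log2(FPKM + 1). Tests of single genes were two-sided exact permutation tests of log2(FPKM + 1) with SciPy 1.17.1, adjusted over 51 comparisons. These comparisons include genes picked for large changes without overlap in the same samples, so the adjustment is lenient. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

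The fit was tested on simulated values for 14405 genes, with 200 genes changed by 3 on the log2 scale in delta cells. It recovered 181 of the 200 (90.5%) in delta against alpha cells and made 12 false calls (6.22% of its calls). The changed genes were drawn from those with a middle mean level. The noise was independent between genes, with no difference between sets of samples. These rates therefore do not describe genes with a low mean, such as Ghsr, or differences shared by many genes.

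Coordinates and gene models are from GENCODE M21 (GRCm38), the build the authors used; 36341 of the table's genes have an entry there. Genes of GPCR families were chosen by symbol from a list fixed before the data were examined. The genes named in the text are those the paper names in its text or figure labels, the GPCRs of ESM Table 1, the 3 genes with the largest changes in each direction in each comparison among those with adjusted p under 0.05 and no overlap between samples, and marker genes of other pancreatic cells listed beforehand; other genes are said to have been chosen after their values were seen. Chrm4 was named after its rank was seen. A gene among those markers is not reported here.

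The table gives no read totals. Steps of single reads could be resolved in 6 samples, by searching the values of 5024 genes with 1 transcript longer than 1000 nt for a common step (transcript length less 200 nt) and comparing the result with 20 jittered copies. They imply 7.5 M to 30.4 M reads. In the other 9 samples the depth is unknown, so no floor of detection is given. A value of 0 is reported as listed at 0.

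Samples were also split into 2 sets by the summed FPKM of 86 ribosomal protein genes, above or below 50000, a limit set after the values were seen. Values within each set are given beside pooled ones. Replicate numbers are those of the sample labels; alpha and beta cells came from sorts of the same mouse line, and the paper's text does not say whether same-numbered samples share a sort. Those numbered 3 do not look alike in sex-linked genes. Xist was at 21.4 FPKM and Eif2s3y at 0 in alpha sample 3, and Xist at 0.0294 and Eif2s3y at 13.6 FPKM in beta sample 3. Pairing by number is therefore doubtful at least there. The alpha and beta samples numbered 1 and 4 did look alike, and those numbered 2 looked alike in Xist. Xist was at 19.4 and 42.6 FPKM in those numbered 1 and at 16.9 and 63.5 in those numbered 2. Eif2s3y was at 0 in alpha sample 2 and at 0.624 FPKM in beta sample 2, so likeness is less clear there. Eif2s3y was at 13.0 and 38.8 FPKM in those numbered 4. Likeness in sex does not show a shared sort. The fit with the replicate number as a block was an alternative.

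Alternatives set before the data were examined were other filters on FPKM, no filter, a pseudocount of 0.1, stricter thresholds, fits of only the 2 cell types compared, the replicate block, other gene sets and scalings for the principal components, and leaving out each sample in turn. Median-ratio size factors, quantile normalization, the set of samples as a covariate and the log2 ratio of mean FPKM were added after the data were seen.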

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

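The tests of depth and the sex of the mice were chosen after the results they bear on were seen; those of gene length and GC content were chosen after the 2 sets of samples were seen but before their own values were. Of 61 groups of samples examined for a sample far from the others, 11 had one, where chance gives about 3.05. Most of the 11 are genes or marker sets near 0 in the group, in which 1 nonzero sample is enough.

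Alpha sample 3 was far from the other alpha samples for 3 receptor genes, on the log2(FPKM + 1) scale. It was the highest for Ghsr, at 0.63 with the next at 0.14, and for Sstr1, at 0.44 with the next at 0.07, and the lowest for Sstr2, at 0.63 with the next at 1.74. Beta sample 2 was the highest beta sample for Ghsr (0.0916, the next at 0.0133), for Sstr2 (0.0863, the others at 0) and for the mean of the immune markers (0.42, the next at 0.05). Both samples belong to the 6 with the higher ribosomal protein FPKM. No test of a cause was made for these samples, and no biological explanation was tested. Without alpha replicate 3 or any other sample, the log2 difference of Ghsr between delta and alpha cells stayed between 3.37 and 3.58.

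In 5 further groups a single sample had a value above 0. Sstr1 in beta sample 3 was at 0.0224 on the log2 scale, Sstr5 in delta sample 3 at 0.2844, and the mean of the mesenchymal markers in beta sample 3 at 0.00141, with the other samples of each group at 0. Ghrl, the gene of ghrelin, was at 0.4581 in alpha sample 4 and at 0.176 in beta sample 1, with the others at 0.

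Ghrl had a value above 0 in 6 of the 15 samples, none above 1.10 FPKM: delta samples 3 to 6, alpha sample 4 and beta sample 1. The paper does not report Ghrl in these sorted cells. All 6 are among the 9 samples with the lower ribosomal protein FPKM, and 0 of the other 6 samples had a value (Fisher's exact test, p = 0.0278). Where single reads could be resolved, the samples with the lower ribosomal protein FPKM were the deeper ones, so depth may account for the pattern, but depth is known in 6 samples only and this was not decided.

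The 2 sets of samples differed in 3595 genes at an adjusted p under 0.05 (limma, cell type in the model), 2810 of them higher and 785 lower in the 6 samples with higher ribosomal protein FPKM. The sets were drawn from the same values, so this count describes them and is not an independent test. The technical explanations examined were gene length, GC content, depth and sex. Across 14000 genes, which are not independent replicates, the log2 difference had a Spearman correlation of -0.2285 with transcript length, past the limit of 0.2 set beforehand, so a gene length bias may contribute. The median difference was 0.26 in the 20% of genes with the shortest transcripts and fell from 0.63 in the 20% of genes with a median length of 1822 nt to -0.23 in the 20% with a median of 6517 nt. The correlation with GC content was -0.1476, under that limit. Length and GC content together accounted for 8.45% of the variance of the ranks, so most of the difference is left unexplained. The highest depth implied for a sample of the higher set was 10.9 M reads and the lowest for the other set 25.5 M, but this rests on 3 samples of each and does not show that depth changed the values. Over all samples the set did not follow the sex of the mice, since the Xist level crossed the sets in 5 of 15 samples. Within alpha cells it did. Xist was between 16.9 and 21.4 FPKM in alpha samples 1 to 3 and at most 0.0401 in alpha samples 4 and 5. Differences between the sets within alpha cells, such as that of Sstr3, therefore cannot be told apart from sex. The pattern of the 2 sets cannot be told apart from a difference in depth or in library preparation. No biological explanation other than sex was tested.

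The Y-linked gene Eif2s3y was above 1 FPKM in 6 of the 15 samples: alpha samples 4 and 5, beta samples 3 and 4 and delta samples 2 and 5, at 13.0, 7.35, 13.6, 38.8, 13.3 and 5.71 FPKM. In those samples Xist was between 0.00998 and 0.333 FPKM. In the other 9 samples Xist was between 16.9 and 63.5 FPKM, and Eif2s3y was at most 0.624 FPKM, in beta sample 2. The paper's text does not give the sex of the mice pooled for these samples. No comparison between these samples was made.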

How the results depend on the processing

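The splits of samples were chosen after the numbers of genes were seen. None of the log2 differences of single genes reported changed sign under the alternatives run, which did not include fits within each set of samples, where the order of Sstr3 between beta and alpha cells was not the same. The balance of genes higher and lower in beta than in alpha cells did turn after division by median-ratio size factors, from 37.0% higher to 52.7%. It did not turn after quantile normalization, where 47.6% were higher. The numbers of genes called were compared with splits that permuted cell types among samples with the same replicate number: of 100 such splits, the real one included, 1 gave as many genes across cell types as the real one, 1 in beta against alpha cells, 1 in delta against alpha cells and 1 in delta against beta cells. The largest number in another split was 663, 745, 560 and 809, and the median was 0. The edgeR likelihood ratio test, the DESeq2 and edgeR size factors and the normalization without hormone genes need read counts and were not run, and the limma fit on log2(FPKM + 1) listed as an alternative became the main one. For the receptors, CPM from counts were likewise not run. Sstr1 and Sstr2 gave no value where the filter on FPKM left them out.

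The number of genes called across cell types was 2301. At an adjusted p under 0.01 it was 1210, and 461 in beta against alpha, 567 in delta against alpha and 1045 in delta against beta cells. With the set of samples as a covariate, added after the data were seen, the counts were 3086 across cell types, 1439 in beta against alpha, 1221 in delta against alpha and 2997 in delta against beta cells, and across cell types they were 3179 after median-ratio size factors and 3212 after quantile normalization. The count in beta against alpha cells, 1104, moved most. It was 520 with only the samples of these cell types in the fit, 2078 after division by median-ratio size factors and 1970 after quantile normalization, the last 2 added after the data were seen. With replicates 1 to 4 paired by number it was 0 (replicate block, 2751 genes at an unadjusted p under 0.05, smallest adjusted p 0.0553), although Gcg kept a log2 difference of -9.36 there. Same-numbered alpha and beta samples had a mean correlation of 0.038 in their deviations from the group means, so no pairing by number was seen, and the block lowers the degrees of freedom. In the fit of all 15 samples with the block, 2198 genes were called across cell types and 1227 in beta against alpha cells. Of the former, 1806 were among the 2301. The count across cell types lay between 1694 and 2884 over the 15 fits that each left out one sample, that of beta against alpha cells between 651 and 1698, that of delta against alpha cells between 792 and 1115 and that of delta against beta cells between 1420 and 2643. Of the genes of ESM Table 1, between 640 and 685 were called over those fits.

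Among GPCR genes past a 2-fold difference, the counts in beta against alpha cells were 0 higher and 0 lower under the replicate block of 8 samples, 12 higher and 14 lower under the block in the fit of all 15, and 7 lower with only the samples of the 2 cell types, and the count lower in delta than in beta cells was 15 after quantile normalization. The rank of Ghsr was 2 with a pseudocount of 0.1 and 3 by the log2 ratio of mean FPKM, and 1 under the other alternatives run. The log2 ratio of mean FPKM, added after the data were seen, gave larger sizes than differences of mean log2(FPKM + 1): 6.21, 9.08 and -2.87 for Ghsr in delta against alpha, delta against beta and beta against alpha cells, 4.24 and 8.63 for Sstr1 in delta against alpha and delta against beta cells, and -7.35 and -2.75 for Sstr2 in beta against alpha and delta against alpha cells. That measure drops the pseudocount and takes the logarithm after averaging, and the share of each was not tested. Some of its low means rest largely on 1 sample. In beta cells, Sstr1 and Sstr2 were each above 0 in 1 sample. The highest Ghsr values were 0.0656 FPKM in beta cells (replicate 2) and 0.544 FPKM in alpha cells (replicate 3), well above the others.

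Some results for the somatostatin receptors lost their call under some alternatives. Sstr1 in delta against alpha cells had a log2 difference of 0.81 after quantile normalization (adjusted p from 0.00116 to 0.0714 over the alternatives). Sstr2 in beta against alpha cells had one of -1.61 under the replicate block of 8 samples. It kept its call with the block in the fit of all 15 samples (-1.63). Sstr3 in delta against beta cells kept a log2 difference of 1.02 but not its call with the filter of 1 FPKM in every sample of a cell type, and was 0.62 after median-ratio size factors, 0.78 after quantile normalization and 0.87 under the replicate block; over the 15 fits that each left out one sample it was between 0.90 and 1.12, and 8 of them lost the call. The cause was not tested. The mean Sstr3 in beta cells was 11.6 after median-ratio size factors, against 9.03 FPKM. With a limit of 0.1 FPKM in place of 0, Sstr1 was detected in 1 alpha and 0 beta cell samples and Sstr2 in 0 beta cell samples.

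On the principal components, component 1 held 24.2% of the variance over all genes tested and 42.4% over the genes of ESM Table 1, and component 2 held 18.3%, 34.0% and, when genes were centred only, 29.4%. The ratio of distances between and within cell types was 0.101, 4.21 and 3.83 under those settings. Leaving out one sample at a time, component 1 held between 46.5% and 52.1%, component 2 between 23.3% and 28.6%, and the ratio was between 1.36 and 4.11.

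Of single genes named among many, 16 comparisons lost their call under the replicate block. Of these, 1 (Ffar1 in delta against beta cells) also lost it without a filter on FPKM. The others compare beta with alpha cells in the fit of 8 samples paired by number. That fit called 0 genes, so their loss follows from it. By the log2 ratio of mean FPKM, 19 comparisons moved in size.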

Differences from the paper's values

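The paper reports 773 genes differentially expressed, and limma on log2(FPKM + 1) called 2301. None of the alternatives set before the data were examined closed the gap; their counts ranged from 1210 to 2884. The paper's count came from edgeR on raw read counts, which were not used here. For log2 fold changes below, a gap counts as closed when the value lies within 1 SD between replicates of the paper's value, which can leave the values apart by more than 1.

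For Ghsr, the log2 fold changes in ESM Table 1 are 6.27 for delta against alpha cells, 9.11 for delta against beta cells and -2.84 for beta against alpha cells, as the paper gives them. The values from limma were 3.43, 3.60 and -0.16, with no call for the last (adjusted p 0.771). None of the alternatives set before the data were examined closed these gaps, and the closest, a pseudocount of 0.1, gave 5.77, 6.58 and -0.81. The log2 ratio of mean FPKM, which was chosen after seeing the values, gave 6.21, 9.08 and -2.87 and falls within the replicate SD of the paper's values.

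For Ins1, the paper's values are 6.58 in beta against alpha cells and -6.96 in delta against beta cells, against 5.15 and -5.37 here. None of the alternatives set before the data were examined closed either gap. The ratio of mean FPKM chosen after seeing the values (5.31 and -5.59) did not either. For Ins2 in delta against beta cells the paper's value is -6.81, against -5.28, and none closed it, the ratio of mean FPKM (-5.68) included. For Ins2 in beta against alpha cells the paper's value is 6.50 against 5.42; the fits without alpha replicate 1 (5.62), without beta replicate 1 (5.70) and without beta replicate 4 (5.84) closed the gap, the other alternatives set before the data were examined did not, and the ratio of mean FPKM chosen after seeing the values did (5.74). For Sst, the paper's value in delta against alpha cells is 6.00 against 6.59; the fits without alpha replicate 1 (6.49), alpha replicate 4 (6.48), delta replicate 1 (6.43) and delta replicate 2 (6.42) closed the gap and the others did not. In delta against beta cells it is 8.90 against 10.49; the fit without beta replicate 3 (10.02) closed the gap, the other alternatives set before the data were examined did not, and the ratio of mean FPKM chosen after seeing the values did (9.95).

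The mean of Sstr3 in beta cells is about 17 FPKM in Fig. 4a, read by eye, against 9.03 FPKM here, and none of the alternatives set before the data were examined closed the gap. The legend of Fig. 4 describes geometric means and 3 samples per column, without saying whether this covers both panels. The means here are arithmetic and over all samples of a cell type. As geometric means of FPKM + 1, less 1, they were 8.875 FPKM in beta and 13.28 FPKM in alpha cells. Alpha samples 1 to 3 had a mean of 9.89 FPKM, and no beta cell sample was above 11.1 FPKM. In that figure Sstr3 is higher in beta than in alpha cells (about 9.4 FPKM), while the mean in alpha cells here was 14.2 FPKM, with a log2 difference of -0.53 between beta and alpha cells that was within the spread between samples (adjusted p 0.3498). Over the alternatives on all samples or with one left out, the log2 differences ranged from -0.65 to -0.29. Within the 6 samples with higher ribosomal protein FPKM, the beta cell sample was higher, at 11.1 FPKM against a mean of 9.89 in alpha cells.

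Fig. 2b labels Ffar3 among the genes that differ between delta and alpha cells. Its log2 difference here was -1.19 with an adjusted p of 0.228, and no alternative fit with limma called it. The two-sided exact permutation test gave p = 0.0157 after Benjamini-Hochberg adjustment over the 51 comparisons of single genes. Those comparisons are of genes the paper names or that were picked for large changes in these same samples. Such an adjustment is lenient, so whether Ffar3 differs was not decided. The log2 ratio of mean FPKM, chosen after seeing the values, was -7.24. Its delta cell mean rests on delta replicate 4, at 0.102 FPKM, with the other delta samples at 0.

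The paper describes Ghsr as not found in beta cells, beside its qPCR, which was not analysed here. For its sequencing the paper calls the level in beta cells negligible. In the sequencing, Ghsr had a value above 0 in all 4 beta cell samples, between 0.00517 and 0.0656 FPKM. These low values do not conflict with that description, and they are a different measure from the qPCR. The depth of the beta cell samples is unknown, so the reads behind the values cannot be counted.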

Other observations

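The tests of acinar cells, of beta cell RNA, of Sstr3 and of component 1 were chosen after the results they bear on were seen; those of principal components under shuffled cell types were chosen before their values were seen.

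The principal components of differentially expressed genes part the cell types, but the genes were chosen by those same cell types. To test how far that choice alone parts samples, cell types were permuted among samples with the same replicate number, the 773 genes with the largest F-statistic were chosen again for each of 99 permuted assignments, and the distance ratio between and within the permuted groups was computed on components 1 and 2. It was above 1 in 0 of the 99 (median 0.149, largest 0.337), against 6.17 for the real cell types, which gave 1 of 100 splits as large as itself. Choosing genes by the labels did not part these permuted groups. The permuted groups mix the real cell types, whose differences remain in the values and can hold the ratio down. The test therefore cannot show how far the choice of genes would part samples without real differences. Over all genes tested, component 1 divided the 6 samples with higher ribosomal protein FPKM from the other 9 with 0 of 15 samples on the wrong side, so component 1 followed these sets. Whether their source is technical was not decided. Ribosomal protein genes are among the genes tested, so the split is not fully independent of the component.

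Delta sample 4 stood out for genes of acinar cells, the enzyme-secreting cells of the exocrine pancreas. Ctrb1 was at 339.9 FPKM there and between 1.12 and 53.4 in the other delta samples. Of 16 acinar markers that exceeded 1 FPKM in a delta sample, 14 were highest in delta sample 4, where a chance order would give 16.7% of them, and their median log2 difference from the other delta samples was 2.95. A candidate explanation is acinar cells, or their RNA, in the sorted sample. The marker count was chosen after the high values were seen, so it describes them and does not decide the explanation. No other explanation was tested, and the comparison rests on 1 sample.

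Insulin transcripts were present in every alpha and delta sample. At the median, Ins2 in alpha cells was at 2.36% and Ins1 at 2.16% of the beta cell level, and in delta cells at 2.43% and 2.25%. If this came from beta cells or their RNA in the sorted samples, other beta cell genes would be at similar percentages. Over 23 genes that ESM Table 1 lists as higher in beta than in both other cell types, the median was 1.65% in alpha cells (from 0.457% to 20.0%) and 2.08% in delta cells (from 0.635% to 25.1%). Carried-over beta cell RNA would leave no beta cell gene below its share. Some of the 23 genes were below the insulin percentages, down to 0.457% in alpha and 0.635% in delta cells. These low values argue against a uniform share as large as the insulin percentages. The percentages are loose, since Ins2 ranged from 91248 to 638870 FPKM between beta cell samples. Whether a smaller share contributes was not decided, since the 23 genes were chosen for low values outside beta cells.

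Ppy and Pyy were high in both alpha and delta cells. Ppy was at 30424 ± 9881 FPKM in alpha cells and 21473 ± 15141 in delta cells, and at 45.0 ± 36.2 in beta cells (SD, n = 5, 6 and 4). Pyy was at 37759 ± 6973, 46749 ± 15881 and 93.5 ± 62.3 FPKM in the same order. The paper does not discuss these genes in its text, and no explanation was tested.

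Sst in delta cells was between 259600 and 266300 FPKM in delta samples 1 and 2 and between 101500 and 128300 in delta samples 3 to 6, a division that follows the 2 sets of samples. The mean of Sst in delta cells, 163270 FPKM, falls between them.

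The lower mean of Sstr3 in beta than in alpha cells was tested against the scaling and the sets of samples. After division by median-ratio size factors the log2 difference was -0.29, and with the set of samples as a covariate it was -0.65. The covariate gives both sets the same difference, while the order was not the same within them: 11.1 FPKM in beta against 9.89 in alpha cells in the set with higher ribosomal protein FPKM, and 8.32 against 20.6 in the other. The covariate did not shrink the difference, which was -0.53 without it. The order in the first set rests on 1 beta cell sample, so whether the order differs between the sets cannot be decided.

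A few genes took most of the summed FPKM. The 3 largest values of each sample made up between 69.1% and 94.1% of its FPKM sum, and the genes with the highest means over all samples were Gm12563, Mir5105 and Gm15662. These genes are named because their values were the largest.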
